A study of Mus musculus with 503 samples. Its data were reported in "Distinct origin and region-dependent contribution of stromal fibroblasts to fibrosis following traumatic injury in mice" (2024).

How the data were processed

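Single perivascular cells were sorted from the spinal cord of mice that carry 3 transgenes: a tamoxifen-inducible Cre recombinase under the control of the GLAST gene (*Slc1a3*, a glutamate transporter), a Cre-dependent tdTomato reporter, and EGFP driven by *Pdgfrb*, a receptor gene used by pericytes, vascular smooth muscle cells (vSMCs) and fibroblasts around vessels. EGFP+ cells were sorted with or without tdTomato, from uninjured cord or at 3 days after a complete crush (SCI), into plates for Smart-seq3, a full-length RNA library method. The labels of these cells give 3 days and the series description gives 5 days; the labels were followed. Each deposited sample is 1 cell, and the groups come from the sorted population and treatment in the labels. No label names an animal, so each of the 4 groups was treated as 1 sample: no test, p-value, standard error or number of changed genes was computed from cells.

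The authors deposited 1 table of whole-number counts per gene and cell, with 1968 cell columns. The columns of 503 cells match the labels, and the other 1465 columns of cells were not used. The authors aligned the libraries to a mouse reference for which assembly versions of more than 1 build are named. The aligner, the annotation release, and whether a count is a read or a molecule are not stated, so no genome coordinates are given and genes carry the symbols of the deposited counts. PCR reads are not independent molecules, and all intervals and limits below cover counting error only. The table has 56701 gene rows, of which 21768 had no count in these cells, and 92 further rows of ERCC spike-in RNA, which name no gene. Plate 211 has counts under symbols that the other plates lack, and lacks others; these stayed in the analysis and were left out in an alternative. Those 92 rows held 0.0314% of the counts and were left out of library sizes and clustering. No 2 cell columns were identical.

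Cells were kept with 200 or more genes detected and under 20% mitochondrial counts. Cells were removed as astrocytic or immune where *Gfap* or *Ptprc* exceeded 1 on the ln(1 + counts per 10000) scale, and as endothelial where *Pecam1* exceeded 1 on that scale and exceeded *Pdgfrb*. The first filter left 502 of 503 cells, the *Gfap* and *Ptprc* rule removed 0 and the *Pecam1* rule removed 34, which left 468. The study's upper limit of 1200 genes was applied as an alternative: it leaves 33 of those 468 cells and none of the 3-day tdTomato-EGFP+ group. No doublet caller was run, since cells were sorted singly into wells.

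Counts were summed over the cells of a group and scaled to CPM (counts per 1e6 counts). Groups were compared by differences of log2(CPM + 1), which understate the change of genes near 1 CPM. List medians are given with their values on the plates named in the titles, as a technical spread, and most levels and differences of single genes without them. Both sorted populations lie on every plate, so the sort was compared within each of 2 plates. Plates 209 and 213 hold uninjured cells and plates 211 and 215 injured cells, so injury and plate are confounded. For injury, the 4 pairs of an injured and an uninjured plate are given. In the difference between the injury effects of the 2 populations, a plate effect common to both cancels within plate pairs but not in the sums, which weight the plates differently in the 2 populations. Lists fixed in advance covered pericyte, perivascular fibroblast, vSMC, fibrotic matrix and proliferation genes, and 90 ribosomal protein genes (symbols of paralogs included). A list is described by its median log2 difference and by the percentile of that median among 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean CPM. The genes named are *Slc1a3* and *Pdgfrb*, genes of those lists, a few fixed genes of the study, and, in each comparison of 2 groups, the 5 genes with the largest difference in each direction among those at 50 CPM or more with a count in 20% or more of the cells of the higher group and the same direction in every plate or plate pair. Mitochondrial, ribosomal protein and unnamed genes were left out of that ranking, and not every gene of it is reported here. Shares of cells with a count were compared after thinning each cell to 20000 counts, leaving out shallower cells: 10 uninjured tdTomato+EGFP+, 14 uninjured tdTomato-EGFP+, 22 injured tdTomato+EGFP+ and 1 injured tdTomato-EGFP+.

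Cells were clustered together in Seurat 5.3.0 (R 4.3.3): log-normalisation to 10000, 2000 variable genes without 10 genes kept out for later description (*Slc1a3*, *Gjb6*, *Gja1*, *Fmod*, *Spp1*, *Pdgfrb*, *Vtn*, *Anpep*, *Igfbp5* and *S100a4*), regression of genes detected and of mitochondrial and ribosomal shares, 20 principal components and resolution 0.5. A cluster was compared with fixed marker lists, counting a marker as raised at a log2 difference of 0.5 or more from all other cells with a count in 50% or more of its cells. These thresholds, unlike the markers, were set after the clusters were seen. Names follow the class with the largest share of its markers raised, except that clusters 1, 2 and 4 were left unnamed, a judgement made after the clusters were seen. Shares carry exact Clopper-Pearson 95% intervals, and CPM values exact Poisson 95% intervals. The limit given for a share of 0 is 3 of the cells examined, not the end of such an interval, and for thinned cells it holds at the thinned depth only. Alternatives covered the mean of each cell's own CPM, TMM factors (edgeR 4.0.16), DESeq2 1.42.0 size factors, pseudocounts of 0.1 and 10, no removal of cells by markers, the 1200-gene limit, thinned cells, each plate left out, a list background of genes at 10 CPM or more, other clustering settings, and symbols tied to plate 211 left out. Summing and list percentiles were tested on simulated data for the injury comparison in tdTomato+EGFP+ cells (56701 genes, 200 changed): 200 had the right direction, 199 lay within 0.5 of the simulated log2 difference, and 5 of 100 lists of unchanged genes lay outside the middle 95% of random lists. Simulated cells of a group shared the same profile, without cell classes, plate effects or genes that vary together. The simulation therefore does not show how percentiles behave for lists of genes that vary together. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Lists, markers, comparisons and the rule for named genes were chosen before the data were examined. Chosen after were the thinning depth, leaving out the spike-in rows, the matching of clusters between settings by largest overlap, the rule that genes with 3 or fewer counts in all compared groups get no value, the alternatives without the cell with the most counts of a ranked gene and without symbols tied to plate 211, not reading 2 ranked genes absent from that plate, and which lists, clusters and genes kept out of clustering are described at most length. Transcripts of the reporters were not analysed here.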

Results

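Counts of 503 single perivascular cells were analysed: 158 uninjured tdTomato+EGFP+, 118 uninjured tdTomato-EGFP+, 122 tdTomato+EGFP+ cells from 3 days after SCI and 105 tdTomato-EGFP+ cells from 3 days after SCI. After filtering, 137, 106, 122 and 103 cells remained, with 38406035, 26887338, 31133429 and 25645409 counts in total. The median cell held 267680, 229714, 271660 and 204006 counts. Depth was uneven between plates: the 88 injured tdTomato+EGFP+ cells of plate 211 had a median of 328802 counts and the 34 cells of plate 215 a median of 14770. Plate 211 therefore held 94.6% of the counts of that group, against 47.6% in injured tdTomato-EGFP+ cells, so its summed values follow plate 211 and can lie outside the range of the values per plate. Each group is 1 sample, and no difference below has a replicate check.

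*Slc1a3* and *Pdgfrb* were examined first, since the sort rests on their activity. *Slc1a3* was at 211.5 CPM (95% interval 206.9 to 216.2) in uninjured tdTomato+EGFP+ cells and at 31.5 CPM (29.5 to 33.7) in uninjured tdTomato-EGFP+ cells, where 1 cell held 44.3% of its counts. At 3 days it was at 206.5 CPM (201.5 to 211.6) and 10.7 CPM (9.49 to 12.1). It was higher in tdTomato+EGFP+ cells on every plate. *Pdgfrb* was at 1503 and 1881 CPM in uninjured cells and at 1213 and 2491 CPM at 3 days, and after thinning it had a count in 100% of cells in 3 groups and in 99.0% of injured tdTomato-EGFP+ cells.

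**Figure D1:**
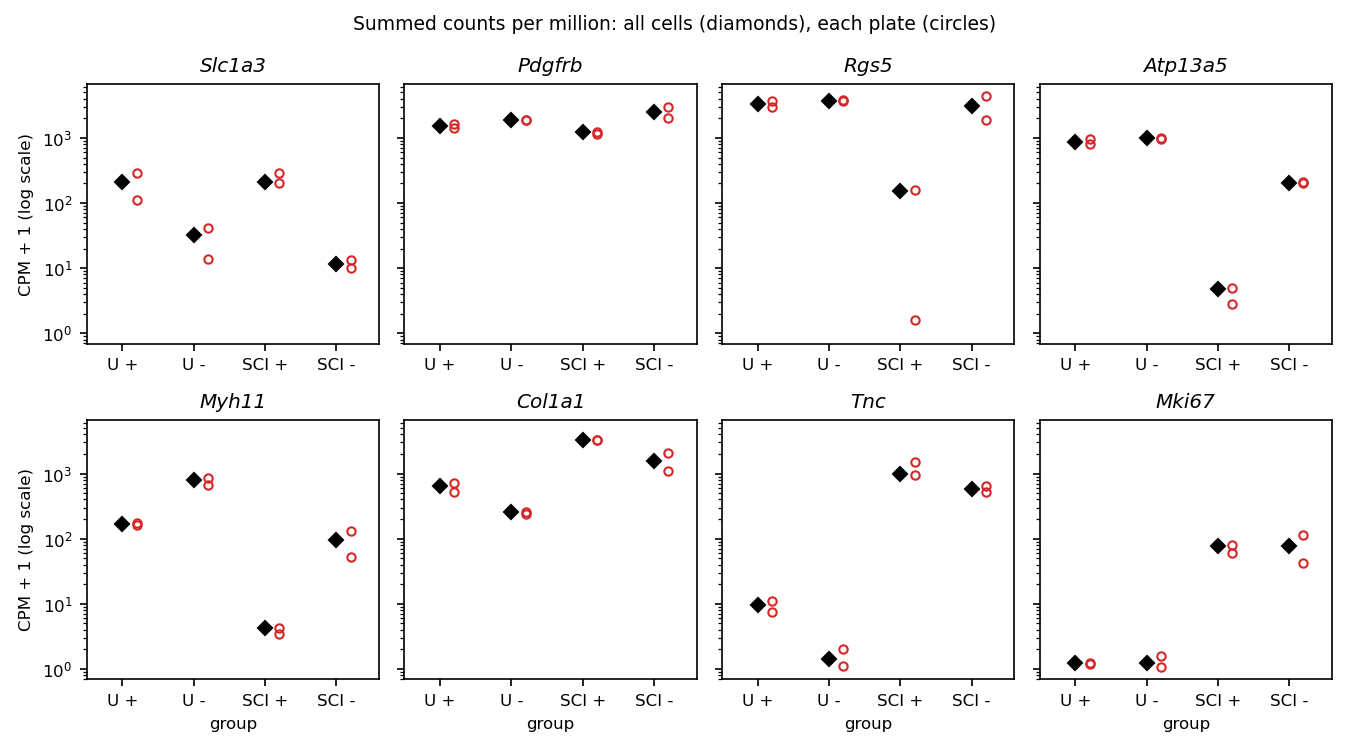
CPM + 1 on a log axis for 8 genes in uninjured (U) and 3-day SCI cells with (+) or without (-) tdTomato; diamonds are all cells of a group and circles the cells of each plate. *Slc1a3* was 211.5 CPM in uninjured tdTomato+EGFP+ cells and 31.5 CPM in uninjured tdTomato-EGFP+ cells, while *Atp13a5* fell to 3.85 CPM in injured tdTomato+EGFP+ cells.

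The sorted populations of uninjured cord were compared to ask which perivascular cells express GLAST. The vSMC list was lower in tdTomato+EGFP+ cells, with a median log2 difference of -2.001 (-1.89 and -1.604 on the plates) that lay below all 10000 random lists. The alternative that moved it most, leaving out plate 209, gave -1.604, and the mean of each cell's own CPM gave -2.398. *Myh11* was at 168 CPM in tdTomato+EGFP+ and 791 CPM in tdTomato-EGFP+ cells. The difference of *Acta2* (279 against 852 CPM) changed direction with the mean of each cell's own CPM, to 0.81. All 7 pericyte genes were lower in tdTomato+EGFP+ cells, by a small median of -0.20 (-0.37 to -0.17) at the 1.38 percentile of random lists, which changed sign to 1.15 with the limit of 1200 genes. *Cd248* differed by -0.74, *Cspg4* by -0.62, and *Rgs5* was at 3281 and 3713 CPM. The perivascular fibroblast list had a median of 0.84, but its values on the plates were -0.05 and 1.56, so the plates differed by more than the value itself. Within that list *Lum* (412 against 50.6 CPM) and *Pdgfra* (223 against 28.9 CPM) were higher in tdTomato+EGFP+ cells on both plates and *Pi16* was lower (126 against 237 CPM). The fibrotic matrix list (0.29) had opposite signs on the plates, proliferation genes differed by 0.04, and ribosomal protein genes were higher by 0.28 (0.14 to 0.34). By size, *Cemip* (284 against 1.15 CPM, log2 difference 7.05), *Lama1* (5.14), *Trf* (4.34), *Snhg11* (4.34) and *Enpp1* (3.58) were highest in tdTomato+EGFP+ cells, and *Pln* (-3.16), *Slc6a9* (-3.12), *Hmcn2* (-2.71), *Col14a1* (-2.49) and *Rcan2* (-2.38) in tdTomato-EGFP+ cells. For *Slc6a9* and *Col14a1*, 1 cell held 69.0% and 49.4% of the counts, and without it the differences were -1.50 and -1.56.

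At 3 days after SCI the same sorts were compared. All 7 pericyte genes were lower in tdTomato+EGFP+ cells, with a median of -4.33 (-5.30 and -4.76 on the plates), below all random lists. DESeq2 size factors moved this to -3.81. *Kcnj8* was at 42.1 against 1414 CPM and *Atp13a5* at 3.85 against 205.9 CPM. The fibrotic matrix list was higher by a median of 0.71 (0.44 and 1.08), at the 94.4 percentile, with *Col1a1* at 3220 against 1550 CPM, but *Col8a1* (-1.35) and *Postn* (-1.90) were higher in tdTomato-EGFP+ cells. The perivascular fibroblast list was higher by 1.04 (0.94 and 1.12), although *Pi16* was at 38.1 against 539.8 CPM. The vSMC list (-0.71) had opposite signs on the plates. Proliferation genes differed by 0.25 (0.17 to 0.55). That is smaller than the scaling shift given below, but TMM and DESeq2 factors made it larger, not smaller. Ribosomal protein genes were higher by 1.16 (1.06 to 1.14). *Spp1* reached 23594 CPM in tdTomato+EGFP+ and 1444 CPM in tdTomato-EGFP+ cells. *A2m* (6.01), *Apod* (5.38), *Lama1* (5.06), *Ms4a4d* (4.96) and *Penk* (4.89) were among the largest differences towards tdTomato+EGFP+ cells, and *Ednrb* (-7.05), *Crabp2* (-6.01), *Casq2* (-5.78) and *Aspn* (-5.58) towards tdTomato-EGFP+ cells.

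The response to injury was then compared within each sort. A scaling choice matters here: with CPM the median gene at 10 CPM or more differed by -0.55 between injured and uninjured tdTomato+EGFP+ cells, and with TMM factors by 0.11. Between the injured sorts it differed by -0.30 and 0.071 under the same settings. Falls of that size carry no direction, since the other scaling can remove them. Rises of that size become larger with TMM factors. In tdTomato+EGFP+ cells the pericyte list fell by a median of 4.43 (plate pairs -6.17 to -4.19), with *Atp13a5* at 869.7 CPM before and 3.85 CPM after injury, while *Cd248* was at 52.2 and 49.2 CPM. DESeq2 size factors gave -3.61 for the list. Endothelial markers fell in the same comparison: *Cldn5* from 1599 to 115 CPM, *Flt1* from 968 to 25.2, *Ly6c1* from 868 to 63.1 and *Pecam1* from 540 to 24.3. Only *Cdh5* changed little (189.8 and 170.8 CPM). A change in which cells were sorted could lower both sets of genes (see the closing section). All 8 fibrotic matrix genes rose, with a median of 2.49 (2.43 to 2.89), and *Tnc* went from 8.54 to 990 CPM. All 13 proliferation genes rose, with a median of 5.06 (4.56 to 5.42), which a pseudocount of 10 CPM brought to 2.90. Ribosomal protein genes rose by 1.94 (1.64 to 2.11). Perivascular fibroblast genes had a median of 0.71 (0.66 to 1.49) at the 85.8 percentile of random lists, with *Pi16* at -1.70 (-2.84 to 1.63). That median is near the scaling shift in size, but TMM and DESeq2 factors made it larger. The vSMC list (0.93) changed sign between plate pairs: *Myh11* fell from 168 to 3.21 CPM, while *Acta2* rose from 279 to 977 CPM in summed counts and was lower by 1.25 in the mean of each cell's own CPM. The largest rises were in *Rrm2* (8.20), *Bcat1* (7.89), *Inhba* (7.33), *Ccnb1* (7.16) and *Tfpi2* (7.12), and falls among the largest were in *Depp1* (-7.77, plate pairs -8.80 to -7.70) and *Atp13a5* (-7.49). *Olfr558*, also in that ranking, went from 150.5 CPM to 0 counts. *Septin4* in this ranking, and *Spata6l* in the next, are not read as falls, since no cell of plate 211 has a count under either symbol in either sort (see the closing section).

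In tdTomato-EGFP+ cells the pericyte list had a median of -0.28 (-0.84 to -0.04), which lay at the 20.2 percentile of random lists and became 0.01 with TMM factors. *Atp13a5* nevertheless fell from 1000 to 205.9 CPM, and *Cd248* rose from 87.8 to 267.2 CPM. The fibrotic matrix list rose by 2.53 (2.11 to 2.96) and proliferation genes by 4.61 (4.44 to 5.38). Within that matrix list, *Col1a1* counts after injury came mainly from cells of clusters 3 and 1, described below. It was at 5813 CPM in 19 cells of cluster 3, 2131 CPM in 17 of cluster 1 and 37.7 CPM in 47 of cluster 5. *Tnc*, *Postn* and *Col8a1* were raised in cluster 5 against all other cells, but *Tnc* also in cluster 1 and *Col8a1* also in cluster 3. Perivascular fibroblast genes rose by 1.36 (0.60 to 1.98), ribosomal protein genes by 1.07 (0.97 to 1.16), and vSMC genes had a median of -0.43 (-1.001 to -0.20), with *Myh11* falling from 791 to 93.0 CPM. The largest rises were in *Tnc* (8.69), *Aqp1* (7.16), *Ccl2* (6.85), *Plk1* (6.73) and *Ccnb1* (6.54), and falls among the largest in *Aldoc* (-5.69), *Akr1c14* (-5.27), *Pln* (-4.64) and *Slc1a2* (-4.40). Of the uninjured counts of *Aldoc* and *Slc1a2*, 1 cell held 64.7% and 73.4%, and without that cell the differences were -4.24 and -2.56. Both genes belong to the fixed list of astrocyte markers, so their falls are not read as a response of perivascular cells.

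The difference between the injury effects, tdTomato+EGFP+ minus tdTomato-EGFP+, was -4.16 for the pericyte list (-5.36 to -4.46 over the plate pairs), below all random lists, and 0.04 for the fibrotic matrix list, with both signs among the pairs (-0.91 to 0.59). Within the matrix list *Postn* (-2.74) and *Tnc* (-1.99) rose more in tdTomato-EGFP+ cells in all 4 pairs, and *Col5a1* (0.99) rose more in tdTomato+EGFP+ cells in all 4. The proliferation list (0.43) and the perivascular fibroblast list (-0.42) had both signs among the pairs. Ribosomal protein genes rose more in tdTomato+EGFP+ cells, by 0.87 (0.69 to 0.97). The vSMC list differed by 0.89 (0.30 to 1.96), which became -1.71 with the mean of each cell's own CPM. *Vtn* differed by -3.65 in the sums and by -4.22 to -4.19 in the pairs. *Spp1* differed by 0.75 in the sums but by -0.12 to 0.26 in the pairs, so within matched plates its injury effect differed little between the sorts and without a common direction.

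**Figure D2:**
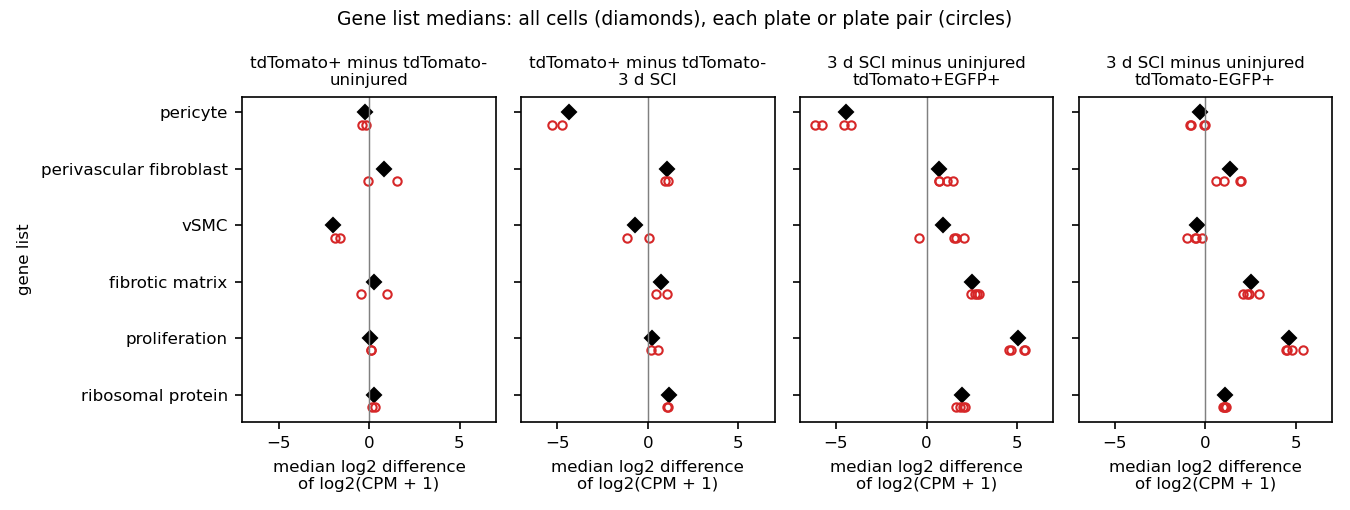
Median difference of log2(CPM + 1) of each gene list in the 4 comparisons of 2 groups; diamonds are all cells and circles each plate or plate pair, and the grey line marks 0. The pericyte list fell by 4.43 after injury in tdTomato+EGFP+ cells and differed by -0.28 in tdTomato-EGFP+ cells, while fibrotic matrix and proliferation lists rose in both.

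The 468 cells formed 7 clusters. Cluster 3 was perivascular fibroblast-like (8 of 8 markers raised), cluster 7 vSMC-like (4 of 6), and clusters 5 and 6 pericyte-like (7 and 8 of 9), with 4 of 7 stromal fibroblast markers also raised in cluster 3 and in cluster 5, and 3 of 6 vSMC markers in cluster 5. Cluster 1 had 5 of 7 stromal fibroblast, 5 of 8 perivascular fibroblast and 6 of 6 cycling markers raised, with cycling genes among its leading genes, and was left unnamed. Clusters 2 and 4 had 5 of 5 endothelial markers raised beside 8 and 3 of 9 pericyte markers and were also left unnamed. Clusters are compared by number, and differences from the study's classes may come from these rebuilt names.

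The number of clusters depended on the settings: resolution 0.3 gave 4, in which clusters 2 and 4 were joined and held 61.31% of uninjured tdTomato+EGFP+ cells, most of cluster 6 joined cluster 1, and clusters 5 and 7 were joined. Shares of clusters 2, 4, 6 and 7, and of clusters 1 and 5 in uninjured cells, are therefore not stable. Cluster 1 held 81.1% (95% interval 73.1% to 87.7%) of injured tdTomato+EGFP+ cells and 16.5% (9.92% to 25.1%) of injured tdTomato-EGFP+ cells. It held 7.30% and 9.43% of the uninjured groups, 20 cells, of which 18 had under 20000 counts. Cluster 5 held 45.6% (35.8% to 55.7%) of injured tdTomato-EGFP+ cells, 0.82% (0.02% to 4.48%) of injured tdTomato+EGFP+ cells and no uninjured cell, where 0 of 137 and 0 of 106 cells allow up to 2.19% and 2.83%. Because cluster 5 comes almost wholly from 1 group, it may not be a class apart from that group. Cluster 2 held 43.1% and 44.3% of uninjured tdTomato+EGFP+ and tdTomato-EGFP+ cells, 4.85% of injured tdTomato-EGFP+ cells, and 0 of 122 injured tdTomato+EGFP+ cells, which allows up to 2.46%. Cluster 4 held 16.1% and 13.21% of the uninjured groups and 2.46% and 11.7% of the injured groups, and cluster 6 held 12.4%, 12.3%, 0% (0 of 122 cells) and 1.94% in the same order. Cluster 7 held 2.19% (0.45% to 6.27%) of uninjured tdTomato+EGFP+ and 13.21% (7.41% to 21.2%) of uninjured tdTomato-EGFP+ cells, but without regression its match held 18.25% and 22.64%. It held 0 of 122 and 0.97% of the injured groups. Cluster 3 held 18.98% (12.8% to 26.6%) and 7.55% (3.31% to 14.3%) of the uninjured groups, whose intervals overlap, and 15.6% (9.64% to 23.2%) and 18.4% (11.5% to 27.3%) at 3 days. Clustering tdTomato+EGFP+ cells alone put most cells of clusters 1 and 3 together, and that cluster held 66.4% of injured tdTomato+EGFP+ cells.

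**Figure D3:**
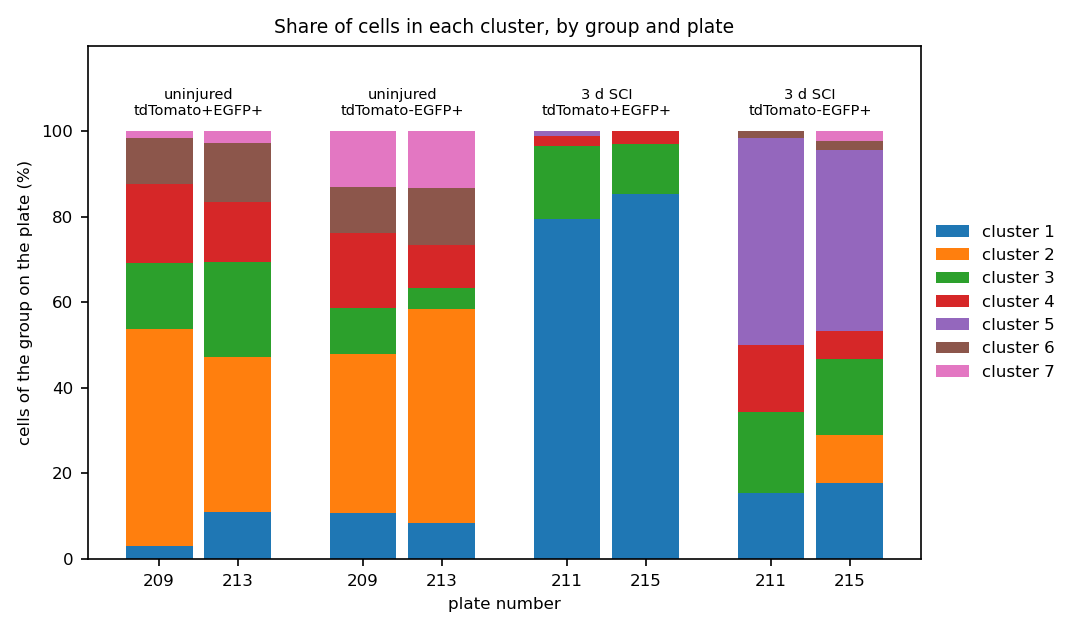
Percent of the cells of each group on each plate (bars, labelled with plate numbers) in each of the 7 clusters. Cluster 1 held 81.1% of all injured tdTomato+EGFP+ cells and cluster 5 held 45.6% of all injured tdTomato-EGFP+ cells.

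Genes kept out of the clustering were compared between sorts within cluster 3. *Slc1a3* was at 754 CPM in 26 uninjured tdTomato+EGFP+ cells and 35.2 CPM in 8 uninjured tdTomato-EGFP+ cells, and at 663 and 20.9 CPM in 19 and 19 cells at 3 days. *Igfbp5* was at 363 and 4078 CPM in uninjured and at 318 and 4847 CPM in injured cells of cluster 3. *Gjb6* was at 426 and 2.93 CPM in uninjured and at 205 and 17.5 CPM in injured cells. *Fmod* was at 1078 and 371 CPM, and at 49.9 and 18.1 CPM at 3 days. In uninjured tdTomato-EGFP+ cells all counts of *Slc1a3* and *Fmod* in this cluster came from 1 of 8 cells each. *Gja1* was at 423 and 387 CPM, with overlapping intervals, and at 601 and 311 CPM at 3 days. In cluster 2 *Slc1a3* was at 52.6 CPM in 59 tdTomato+EGFP+ and 21.7 CPM in 47 tdTomato-EGFP+ uninjured cells.

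Co-detection of a pericyte and a fibroblast gene in 1 cell was examined after thinning. *Atp13a5* with *Col1a1* was found in 2.00% (0.24% to 7.04%) of injured and 7.09% (3.29% to 13.03%) of uninjured tdTomato+EGFP+ cells, and in 6.86% and 1.09% of injured and uninjured tdTomato-EGFP+ cells. Of the 7 injured tdTomato-EGFP+ cells with both, 6 were in cluster 5, and the 2 injured tdTomato+EGFP+ cells were in clusters 1 and 3. *Atp13a5* had a count in 4.29% of 70 perivascular fibroblast-like cells (median full depth 273906), *Col1a1* in 3.12% of 32 cells of cluster 6 (median full depth 231582), and in 47 cells of cluster 5 *Col1a1* had a count in 34.0% and *Atp13a5* in 51.1%. At full depth the shares were 8.20% and 18.2% in injured and uninjured tdTomato+EGFP+ cells and 33.0% and 8.49% in tdTomato-EGFP+ cells. *Kcnj8* with *Col5a1* was found in 13 of 100 (7.11% to 21.2%) injured and 1.57% (0.19% to 5.57%) of uninjured tdTomato+EGFP+ cells, and in 18.6% (11.6% to 27.6%) of injured tdTomato-EGFP+ cells, against 0 of 92 uninjured ones, which allows up to 3.26% at that depth. At full depth this pair was found in 31.1% and 10.2% of injured and uninjured tdTomato+EGFP+ cells and in 39.8% and 7.55% of tdTomato-EGFP+ cells. Of the 19 injured tdTomato-EGFP+ cells with both, 13 were in cluster 5 and 3 in cluster 3. Of the 13 injured tdTomato+EGFP+ cells with both, 8 were in cluster 1 and 5 in cluster 3. After thinning, *Col5a1* itself went from 7.87% of uninjured to 78 of 100 injured tdTomato+EGFP+ cells, while *Kcnj8* went from 80.3% to 21 of 100. In tdTomato-EGFP+ cells *Col5a1* went from 7.61% to 37.3% and *Kcnj8* from 73.9% to 72.5%. The pair therefore rose with *Col5a1* and not with *Kcnj8*. For neither pair was the share expected from its 2 genes separately computed, so no cells in transition are read from these shares. *Kcnj8* had a count in 22.9% of the perivascular fibroblast-like cells and in 21 of the 100 cells of cluster 1. *Col5a1* had a count in 0 of 32 cells of cluster 6, which allows up to 9.38%, in 0.91% of 110 cells of cluster 2 and in 27.7% of 47 cells of cluster 5, where 97.9% had *Kcnj8*. *Mki67* had a count in 44.0% (34.1% to 54.3%) of injured tdTomato+EGFP+ and 23.5% (15.7% to 33.0%) of injured tdTomato-EGFP+ cells, and in 0 of 127 and 0 of 92 uninjured cells, which allow up to 2.36% and 3.26% at that depth. Its summed level, 77.0 and 75.6 CPM, did not differ between the injured groups, so no order is read from those shares. Without thinning, *Mki67* had a count in 54.9% and 35.0% of the injured groups and in 2.19% and 4.72% of the uninjured ones.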

Values the study reported

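The study reported that 520 cells from uninjured spinal cords passed its quality controls. It kept cells with 200 to 1,200 detected features and less than 20% mitochondrial genes. After injury it reported expression changes in 2,038 genes in tdTomato+EGFP+ cells and in 719 genes in tdTomato-EGFP+ cells. For plots comparing uninjured and injured cells of each sort, its methods name 5 days after injury. A cluster of *Slc1a3*+*Pdgfra*+ fibroblasts was left out of its tdTomato-EGFP+ cells. The injured cells here are from 3 days and no such cluster was left out, so these numbers are not set against the comparisons above.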

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

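The tests of the spike-in counts and of plate 215 alone below were chosen after the results were seen, and the test of counts per spike-in count between clusters before.

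Spike-in RNA, which no comparison uses, gave counts on 1 plate: it made up 0.0984% of the counts of plate 211 and was found in 100% of its 146 cells, in both sorted populations, and in 0 of the 357 cells of the other plates. That is what a difference in library preparation between plates would give. The presence of spike-in counts follows neither the sort nor the injury, since plate 215 holds injured cells without them, while their amount on plate 211 differed between the sorts. With plate 215 alone as the injured plate, the pericyte list fell by 5.95 in tdTomato+EGFP+ cells, the fibrotic matrix list rose by 2.76 there and 2.24 in tdTomato-EGFP+ cells, and the proliferation list rose by 5.15 and 4.50. The lowest of these was 88.4% of the change over all plates, so the values argue against the preparation of plate 211 as the source of these changes. Other differences between the injured and the uninjured plates stay confounded with injury. No biological explanation was tested for the presence of spike-ins.

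Within plate 211 the median cell held 1748 counts per spike-in count in the 88 tdTomato+EGFP+ cells (quartiles 1061 and 2384) and 663 in the 58 tdTomato-EGFP+ cells (416 and 978). Within tdTomato+EGFP+ cells of that plate the median was 2019 in 70 cells of cluster 1 and 778 in 15 cells of cluster 3, a ratio of 2.59. In tdTomato-EGFP+ cells it was 1258 in 11 cells of cluster 3 and 460.3 in 28 cells of cluster 5. Within cluster 3 the order of the sorts was therefore reversed, with the lower median in tdTomato+EGFP+ cells. In tdTomato+EGFP+ cells the ratio held although the 2 sets had similar total counts (medians 328802 and 350749). A candidate explanation is that cells of cluster 1, in which cycling genes are raised, carry more RNA. Unequal spike-in volumes between wells, or losses at lysis, remain open, and the ratio rests on 1 plate.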

How the results depend on the processing

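Alternatives were chosen before the data were examined, except leaving out the cell with the most counts of a ranked gene and leaving out symbols tied to plate 211. Also set after the data were seen were the thinning depth, the matching of clusters by largest overlap, and the rule that a value has a direction when all its plate values share a sign (for single genes also at a log2 difference of 1 or more). A list median is given below when it changed sign or moved by more than 1 SD of its plate values, a weak measure since some rest on 2 plates, and a share when it left its 95% interval. Apart from settings whose construction shows the cause, the cause was not tested.

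The loss of pericyte genes from injured tdTomato+EGFP+ cells and the rise of fibrotic matrix and proliferation genes after injury in both sorts kept their direction under every alternative that gave a value. So did the lower vSMC list in uninjured tdTomato+EGFP+ cells. The perivascular fibroblast list in uninjured cord did not: it ranged from -0.046 without plate 213 to 1.56 without plate 209. The pericyte list in tdTomato-EGFP+ cells after injury has no stable direction.

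Between the sorts of uninjured cord the pericyte list was -0.045 with the mean of each cell's own CPM, 1.15 with the limit of 1200 genes and ranged from -0.37 without plate 209 to -0.17 without plate 213. The vSMC list was -2.398 with the mean of each cell's own CPM, -2.34 with thinned cells and ranged from -2.001 without plate 211 to -1.604 without plate 209. The proliferation list was -0.089 with the mean of each cell's own CPM, 0.029 with TMM factors, 0.018 with DESeq2 size factors, 0.089 with a pseudocount of 0.1, 0.0051 with a pseudocount of 10, 0.21 with no cells removed by markers, -0.084 with thinned cells and ranged from 0.036 without plate 211 to 0.17 without plate 209. The ribosomal protein list was -0.51 with the limit of 1200 genes. Between the sorts at 3 days the pericyte list was -3.81 with DESeq2 size factors and ranged from -5.298 without plate 211 to -4.33 without plate 209. The perivascular fibroblast list was 1.42 with TMM factors, 1.57 with DESeq2 size factors. The fibrotic matrix list was 1.24 with DESeq2 size factors. The proliferation list was 0.62 with TMM factors, 0.77 with DESeq2 size factors and ranged from 0.17 without plate 215 to 0.55 without plate 211. The ribosomal protein list was 1.54 with TMM factors, 1.69 with DESeq2 size factors, 1.097 with thinned cells and ranged from 1.06 without plate 211 to 1.16 without plate 209. After injury in tdTomato+EGFP+ cells the pericyte list ranged from -5.95 without plate 211 to -4.27 without plate 209. The perivascular fibroblast list was 1.38 with TMM factors, 1.52 with DESeq2 size factors, 3.93 with the limit of 1200 genes. The vSMC list was -1.25 with the mean of each cell's own CPM and ranged from -0.19 without plate 213 to 2.06 without plate 211. The fibrotic matrix list was 3.17 with TMM factors, 3.31 with DESeq2 size factors, 6.65 with the limit of 1200 genes and ranged from 2.41 without plate 209 to 2.79 without plate 213. The proliferation list was 5.67 with TMM factors, 5.801 with DESeq2 size factors, 2.904 with a pseudocount of 10, 4.38 with thinned cells and ranged from 4.56 without plate 209 to 5.42 without plate 213. The ribosomal protein list was 2.61 with TMM factors, 2.75 with DESeq2 size factors, 3.61 with the limit of 1200 genes. After injury in tdTomato-EGFP+ cells the pericyte list was 0.0091 with TMM factors and ranged from -0.83 without plate 211 to -0.085 without plate 215. The vSMC list was -0.78 with thinned cells. The fibrotic matrix list was 2.04 with thinned cells. The proliferation list was 3.397 with the mean of each cell's own CPM, 5.22 with a pseudocount of 0.1, 2.64 with a pseudocount of 10. The ribosomal protein list was 0.88 with the mean of each cell's own CPM, 1.36 with TMM factors, 1.31 with DESeq2 size factors. In the difference between the injury effects the pericyte list was -3.77 with TMM factors, -3.59 with DESeq2 size factors, -3.76 with a pseudocount of 10 and ranged from -5.12 without plate 211 to -4.03 without plate 209. The vSMC list was -1.71 with the mean of each cell's own CPM and ranged from 0.45 without plate 215 to 1.68 without plate 211. The proliferation list was 0.99 with DESeq2 size factors. The ribosomal protein list was 1.26 with TMM factors, 1.44 with DESeq2 size factors. TMM and DESeq2 factors shift every gene of a group alike, a pseudocount acts most on genes near 0 CPM, and the mean of each cell's own CPM gives shallow cells the weight of deep ones. Against a background of genes at 10 CPM or more, the percentile became 91.37 for the fibrotic matrix list in uninjured cord, 40.86 for the proliferation list in uninjured cord, 0.22 for the vSMC list between the sorts at 3 days, 50.39 for the vSMC list after injury in tdTomato+EGFP+ cells.

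Of the single genes named, *Spp1* in uninjured cord became -0.12 with the mean of each cell's own CPM and -1.34 with the limit of 1200 genes. *Acta2* became 0.81 and 6.29 there, and -1.25 and -5.42 after injury in tdTomato+EGFP+ cells, under the same settings. *Ccl2* in uninjured cord became -6.80 with that limit, and *Snhg11* in the difference between the injury effects became 0.070 with the mean of each cell's own CPM. The limit of 1200 genes left 33 cells and no injured tdTomato-EGFP+ cell, so comparisons with that group have no value under it, and clustering gave 1 cluster and no shares.

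Cluster shares depended on the settings far more than list medians: resolution 0.3 and 30 components gave 4 clusters, and tdTomato+EGFP+ cells clustered alone gave 3. Each cluster was matched to the one with the largest overlap. Clusters 4, 6 and 7 had overlaps under 50% with several settings, and clusters 1, 3 and 5 without plate 211 or with tdTomato+EGFP+ cells clustered alone, so values there describe other cells in large part. The share of cluster 5 in injured tdTomato-EGFP+ cells kept within its interval under every alternative that gave a value, although without plate 211 the overlap was 34.0%. So did that of cluster 1 in injured tdTomato+EGFP+ cells, except when that sort was clustered alone. Below, U+ and U- stand for uninjured tdTomato+EGFP+ and tdTomato-EGFP+ cells, and I+ and I- for the injured ones. With resolution 0.3 cluster 1 held 17.52% of U+ and 20.75% of U-. Cluster 2 held 61.31% of U+, 58.49% of U- and 16.5% of I-. Cluster 4 held 61.31% of U+ and 58.49% of U-. Cluster 5 held 13.21% of U-. Cluster 6 held 20.75% of U-, 81.15% of I+ and 18.45% of I-. Cluster 7 held 46.6% of I-. With 15 components cluster 1 held 19.71% of U+ and 20.75% of U-. Cluster 6 held 19.71% of U+, 20.75% of U-, 81.15% of I+ and 23.3% of I-. With 30 components cluster 1 held 18.25% of U+ and 19.81% of U-. Cluster 2 held 61.31% of U+, 58.49% of U- and 15.53% of I-. Cluster 4 held 61.31% of U+ and 58.49% of U-. Cluster 5 held 13.21% of U-. Cluster 6 held 80.33% of I+ and 17.48% of I-. Cluster 7 held 46.6% of I-. With no regression cluster 1 held 0% of U+, 0% of U- and 9.71% of I-. Cluster 4 held 22.64% of U-. Cluster 7 held 18.25% of U+, 22.64% of U- and 11.65% of I-. With tdTomato+EGFP+ cells clustered alone cluster 1 held 25.55% of U+ and 66.39% of I+. Cluster 2 held 59.12% of U+. Cluster 3 held 66.39% of I+. Cluster 4 held 59.12% of U+. Cluster 5 held 25.55% of U+ and 66.39% of I+. Cluster 6 held 31.15% of I+. Cluster 7 held 15.33% of U+ and 31.15% of I+. With thinned cells cluster 1 held 17.39% of U-. Cluster 2 held 3% of I+. Cluster 4 held 0% of I+ and 3.92% of I-. Cluster 7 held 78% of I+ and 22.55% of I-. With symbols tied to plate 211 left out cluster 2 held 59.85% of U+, 57.55% of U-, 3.28% of I+ and 15.53% of I-. Cluster 4 held 59.85% of U+ and 57.55% of U-.

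With 1 plate left out, shares changed as follows. Cluster 1 ranged in U+ from 7.299% without plate 215 to 26.39% without plate 209, in U- from 9.43% without plate 215 to 36.67% without plate 209, in I- from 11.65% without plate 209 to 37.78% without plate 211. Cluster 2 ranged in U+ from 45.99% without plate 211 to 70.77% without plate 213, in U- from 50% without plate 211 to 58.33% without plate 209, in I+ from 1.64% without plate 213 to 11.76% without plate 211, in I- from 6.67% without plate 211 to 15.53% without plate 213. Cluster 3 ranged in U- from 5% without plate 209 to 16.04% without plate 211, in I+ from 16.39% without plate 209 to 85.29% without plate 211, in I- from 17.24% without plate 215 to 37.78% without plate 211. Cluster 4 ranged in U+ from 17.52% without plate 211 to 70.77% without plate 213, in U- from 21.7% without plate 211 to 58.33% without plate 209, in I+ from 0% without plate 211 to 3.41% without plate 215. Cluster 5 ranged in U+ from 0% without plate 209 to 12.41% without plate 211, in U- from 0% without plate 209 to 12.26% without plate 211. Cluster 6 ranged in U+ from 3.08% without plate 213 to 26.39% without plate 209, in U- from 2.17% without plate 213 to 36.67% without plate 209, in I+ from 0% without plate 215 to 77.87% without plate 209, in I- from 0% without plate 215 to 47.57% without plate 213. Cluster 7 ranged in U+ from 2.19% without plate 215 to 26.39% without plate 209, in U- from 13.21% without plate 215 to 36.67% without plate 209, in I+ from 0% without plate 211 to 81.15% without plate 213, in I- from 0% without plate 215 to 15.53% without plate 213. Without plate 211 clusters 1 and 3 were not separated in injured tdTomato+EGFP+ cells.

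Co-detection depended on depth and on the threshold. *Atp13a5* with *Col1a1* was at 18.25% of U+, 8.49% of U-, 8.197% of I+, 33.01% of I- at full depth, and at 0% of I+, 1.96% of I- with 2 counts or more. With a plate left out it ranged in U- from 0% without plate 213 to 1.89% without plate 209, in I+ from 1.15% without plate 215 to 7.69% without plate 211. *Kcnj8* with *Col5a1* was at 0% of U+, 7% of I+, 5.88% of I- with 2 counts or more, and at 10.22% of U+, 7.55% of U-, 31.15% of I+, 39.81% of I- at full depth. With a plate left out it ranged in U+ from 0% without plate 209 to 3.17% without plate 213, in I+ from 11.49% without plate 215 to 23.08% without plate 211.

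No paired analysis was possible because the labels give no replicate numbers; the sorts were compared within plates as values only.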

Other observations

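The tests of free RNA, of depth in cluster 1, of plate 215 and of the symbols of plate 211 were chosen after the result was seen.

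Uninjured cells of clusters 2 and 4 held endothelial transcripts: *Cldn5* was at 2379 CPM, *Flt1* at 1389 CPM, *Ly6c1* at 1214 CPM, *Pecam1* at 737 CPM and *Cdh5* at 239 CPM, although cells with *Pecam1* above *Pdgfrb* had been removed. In uninjured cells of cluster 3, on the same plates, these genes were at 10.6, 5.06, 109.8, 1.29 and 76.3 CPM. Over the 5 genes the median percent of the level in clusters 2 and 4 was 0.444%. Free RNA shared by all wells would give both a like level, so the values argue against it, although *Cdh5* and *Ly6c1* lay closer. Endothelial cells or pieces of them sorted with pericytes could dilute pericyte counts, but across 105 uninjured cells of cluster 2 the rank correlation of endothelial with pericyte counts at equal depth was 0.0204, which leaves that source and expression by the pericytes themselves open. The signal was not confined to clusters 2 and 4. In uninjured tdTomato+EGFP+ and tdTomato-EGFP+ cells of cluster 6, *Cldn5* was at 1054 and 1031 CPM and *Flt1* at 960 and 1233 CPM. *Cdh5* was lower there, at 73.0 and 166.6 CPM. Cells are not independent replicates, and no p-value is given.

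The 20 uninjured cells in cluster 1 had a median of 2206 counts, against 264298 in other uninjured cells, and 90.0% of them had under 20000 counts. Low depth may therefore place them there.

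Perivascular fibroblast-like cells were found in the tdTomato-EGFP+ sort, 18.4% of cells at 3 days. If they were tdTomato+EGFP+ cells that fell into the wrong sort, the 5 genes highest in uninjured tdTomato+EGFP+ cells would be alike in both. Within cluster 3 at 3 days their median log2 difference was 4.74 (5.77 on plate 211 and 5.04 on plate 215), with *Trf* at 1538 against 0.20 CPM, *Lama1* at 211 against 0.40 CPM and *Cemip* at 620.4 against 22.3 CPM, while *Snhg11* (109.9 against 36.8 CPM, 1.55) and *Enpp1* (361 against 126 CPM, 1.51) were closer. *Pi16* was at 97.4 against 2744 CPM and *Col14a1* at 43.1 against 685 CPM. The values argue against mixed sorting and leave a separate set of fibroblast-like cells without GLAST activity as a hypothesis. Against it, the study detected *Slc1a3* by in situ hybridization in nearly all fibroblasts labelled through *Col1a1* in uninjured cord. The study also held that invading meningeal fibroblasts are limited in such lesions but not formally excluded, and that source was not tested here. The study excluded *Slc1a3*+*Pdgfra*+ fibroblasts from this sort, which it described as nonrecombined GLAST+ cells. That source was not tested separately and stays open for part of these cells. *Slc1a3* was at 663 against 20.9 CPM within cluster 3 at 3 days. *Pi16* and *Col14a1* were singled out after their values were seen.

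The loss of pericyte genes from injured tdTomato+EGFP+ cells does not rest on the shallow cells of plate 215: with plate 211 alone the list fell by 4.35. After thinning, 5 or more of the 7 pericyte genes had a count in 8 of 100 injured tdTomato+EGFP+ cells (95% interval 3.52% to 15.2%), against 78.7% of uninjured tdTomato+EGFP+, 78.3% of uninjured tdTomato-EGFP+ and 70.6% of injured tdTomato-EGFP+ cells. Another 70 injured tdTomato+EGFP+ cells held 1 to 4 of the genes and 22 held none. Fewer pericytes in the sort and lower expression within cells cannot be told apart, since sorted cells do not show how many cells were there.

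Plate 211 differs from the other plates in the gene symbols that hold counts. Of the symbols at 1 CPM or more on each other plate, 824 have no count on plate 211, and 696 symbols at 1 CPM or more there have none on the others, with 4.53% of its counts. For plates 209, 213 and 215 these numbers were at most 15 and 35. *Septin4* was at 1470 CPM on plate 209, 1347 CPM on plate 213 and 522 CPM on plate 215, and *Sept4*, a name close to it, at 256.5 CPM on plate 211 alone; *Septin7* and *Sept7* were parted alike. Both sorts of plate 211 are set apart in this way and the injured cells of plate 215 are not, so it follows neither sort nor injury. A candidate explanation is another gene annotation or counting rule for plate 211. Which one stays open: 82.3% of the 824 and 88.6% of the 696 are in GENCODE mouse release M21. *Septin4* and *Spata6l* are the ranked genes among them, and *C1qa* and *Rps4l* the only markers or list genes. Leaving all these symbols out kept every list median within 1 SD of its plate values, with -4.40 for the pericyte list after injury in tdTomato+EGFP+ cells, and gave 6 clusters, with clusters 2 and 4 joined. Symbols that lost only part of their counts were not searched for. No biological explanation was tested.

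Here 276 uninjured cells were labelled and 243 were kept, from 1 library protocol, while the study's count of uninjured cells quoted above covers more protocols, so the denominators differ and no direction is given.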
